A study of Mus musculus with 8 samples. Its data were reported in "RAP1 Protects from Obesity through Its Extratelomeric Role Regulating Gene Expression" (2013).

How the data were processed

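Total RNA from gonadal white fat of 8 mice, 4 Rap1-/- and 4 WT, all at 10 weeks of age, was hybridised by the authors to one-colour Agilent mouse 60-mer arrays, with 1 array per sample. Per the file headers, images were quantified with Feature Extraction 10.7.3.1, a version other than the one the study's methods name, and the design was built on mm9. The deposited scanner files hold each spot's processed signal, median signal and local background in linear intensity units, not normalised between arrays, together with flags of 0 or 1 for spots well above background, saturated or outlying. The deposited value table is in log2 units. The authors' notes name limma, without a version, and state no normalisation. Recomputing the table as normexp background correction with an offset of 50 followed by quantile normalisation gave a match on every array, so it was used as an alternative.

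Each array held 62976 spots, of which 3671 were controls and 59305 carried 55681 gene probes. Groups were taken from the sample labels. The processed signal was put on the log2 scale, the 75th percentile of each array was subtracted, and replicate spots without an outlier flag were averaged; 13 probes lacked a value on an array and were left out. Probes well above background on at least 4 of the 8 arrays, whatever their genotype, were kept (33983 probes). The scanner files held no gene names, so probes were named through their RefSeq accessions in a table for GRCm38.p6, which named 26056 probes (46.8%) with 19752 symbols. The other probes were tested under their own identifier. Where several probes of a gene were kept, the one with the highest mean over all arrays stood for it, leaving 25065 genes or features. Gene order and distances also came from this table, because the scanner files give no probe positions.

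Genotypes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05; the study's liver threshold of 0.15 is given beside it. Gene lists were tested with camera at its preset correlation of 0.01 and adjusted over the 38 of 41 lists with at least 5 tested genes. An estimated correlation, fry and fgsea 1.28.0 (10000 permutations, seed 1) served as alternatives. Exact two-sided permutation tests used all assignments of 4 and 4 arrays, whose smallest possible p is 0.0286. Lists, tests and named genes were chosen before the data were examined. Named were Terf2ip, the PPAR receptors and Ppargc1a, then, as fewer than 5 genes passed in either direction, up to 8 genes per direction with the smallest p, and up to 4 members per list by p. Other genes named near Terf2ip were chosen after their values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

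The method was tested on simulated data, in 10 runs with 200 changed genes each and the measured spread. It recovered 11.8% of changes of 0.50 log2 units, 69.0% of 1.00, 87.8% of 1.50 and 94.0% of 2.00, with 4.99% of calls wrong. These shares hold for runs with 200 changed genes, where the adjusted threshold is easier to reach than with 1 gene called. In the measured data Zfhx3 at -1.36 log2 units did not pass (limma adjusted p = 0.134). The shares therefore do not give the power reached here. A shift of -0.20 in the OXPHOS list was called in 100% of runs, with genes drawn independently of one another. Alternatives covered background correction, normalisation, the deposited table, filters on dim probes, the choice of probe, slide and replicate blocks, the variance model, the list test, window sizes, and leaving out each array. Normexp used the median spot signal, since the scanner files lack the mean signal that had been planned. Scaling to the E1A spike-ins, a muscle covariate, the mean of muscle genes well above background on all arrays, fits within each slide and an unadjusted threshold near Terf2ip were added after the data were seen. Both genotypes were on both slides, with 2 arrays of each per slide.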

Results

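RAP1, encoded by Terf2ip, is a subunit of shelterin, the protein complex that covers telomeres, and it also binds along chromosome arms. Gonadal white fat was profiled on 8 one-colour Agilent arrays, 4 from Rap1-/- mice and 4 from wild-type (WT) mice, all at 10 weeks of age. The study chose this age to look at transcription before the knockout mice become obese. The 75th percentile of the processed signal ranged from 302 to 497 intensity units over the arrays, with a mean of 447 ± 44.3 in Rap1-/- and 383 ± 58.9 in WT (SD, n = 4 each, two-sided exact permutation test p = 0.114). Between 59.7% and 65.2% of spots were well above background, and 0 spots were saturated. The precision of every value below is limited by the number of arrays. In all, 25065 genes or transcribed features were bright enough to test, 14926 of them with a gene symbol. Pairs of arrays correlated across these genes at 0.976 to 0.992 within a genotype and at 0.978 to 0.992 between genotypes; genes are not independent replicates. Xist, the transcript that silences the second X chromosome of females, was well above background on all 8 arrays, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were so on 0 of 8.

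The deleted gene was examined in every sample. On 1 probe of Terf2ip (A_52_P381806), the 4 WT arrays read 0.06, 0.26, 0.49 and 0.23 (log2 relative to the array's 75th percentile, mean 0.26 ± 0.18, SD, n = 4). The same probe was not well above background on any of the 4 Rap1-/- arrays, whose readings were -7.58, -7.43, -7.13 and -7.58, so that its signal was at least 50.5-fold lower in the knockout (limma on these readings, Benjamini-Hochberg adjusted p over all probes = 1.90e-07). This bound sets the WT mean against the lowest signal well above background on each Rap1-/- array. The other probe of the gene (A_55_P2094079) moved the opposite way. It read 1.01, 0.84, 0.98 and 1.06 in Rap1-/- and -1.49, -1.39, -1.27 and -1.48 in WT, a 5.22-fold higher signal in the knockout (log2 difference 2.38 ± 0.09 SE, limma adjusted p over all genes = 6.63e-05). The difference on this probe was 2.37 within the one slide and 2.40 within the other. The probe that fell separated all 8 arrays as their labels do. The position of neither probe relative to the deleted part of the gene is given in the sources used here, and a probe outside that part says nothing about the deletion.

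**Figure D1:**
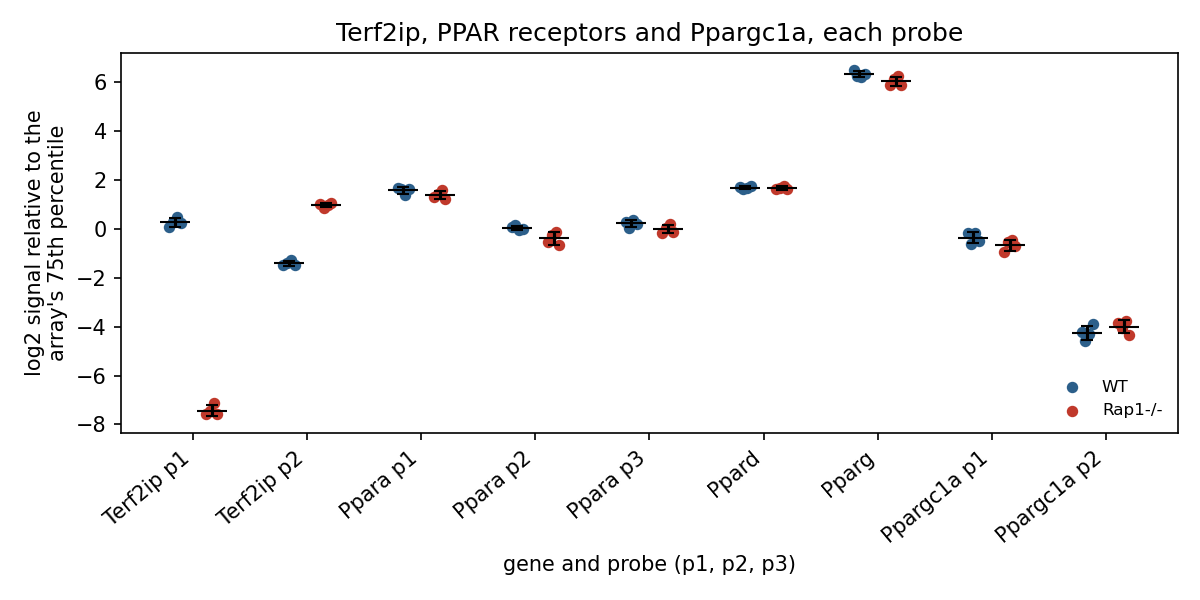
Signal of each probe of Terf2ip, the PPAR receptors and Ppargc1a on each array (vertical axis, log2 relative to the array's 75th percentile; points, arrays; bars, mean ± SD, n = 4 per genotype). Terf2ip p1 lies at background in Rap1-/- against 0.26 in WT and Terf2ip p2 at 0.97 against -1.41, while the Ppard means are level at 1.67 and 1.68.

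The comparison of Rap1-/- with WT fat asked which genes change in the absence of RAP1. Terf2ip itself, through its probe with the higher mean over all arrays, was the 1 gene that passed an adjusted p of 0.05 (limma). Thus 1 gene was higher and 0 were lower in Rap1-/-. In WT alone this probe was the dimmer one (-1.41 against 0.26). With the mean of probes, 0 genes were higher and 1 was lower. At the looser threshold of 0.15, Calhm5, a member of the calcium homeostasis modulator family of channels, was 1.59-fold higher (log2 difference 0.67 ± 0.07 SE, adjusted p = 0.134), and Zfhx3, a zinc finger and homeobox transcription factor, was 2.57-fold lower (-1.36 ± 0.15, adjusted p = 0.134). Zfhx3 averaged 0.35 ± 0.26 in Rap1-/- and 1.72 ± 0.19 in WT (SD, n = 4 each), lay lower in all 4 Rap1-/- arrays than in any WT array, and differed by -1.06 and -1.66 within the slides. Its adjusted p was 0.0467 with the deposited values, 0.0186 with normexp background correction and 0.0298 with a trended, robust variance, but 0.187 with quantile normalisation, 0.255 with median scaling, 0.413 with the slide as a block and 0.875 with a replicate block. Calhm5 was 0.28 higher with normexp (adjusted p = 0.806) and 0.38 higher with the deposited values (0.965), and its adjusted p was 0.348 with the slide as a block, so that neither gene held at 0.15 throughout.

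The genes that followed did not pass either threshold (limma adjusted p = 0.874 for each), although all of those named here kept the 4 arrays of each genotype apart. Higher in Rap1-/- were Klk1b26, a kallikrein protease, at 1.90-fold, the kinase Dyrk3 at 1.76-fold, Sntb2, a syntrophin that binds the dystrophin complex, at 1.53-fold, Wdr17 at 1.53-fold, Arhgef33 at 1.51-fold and the zinc finger gene Zfp9 at 1.49-fold. Lower were Scrt1, a Snail-family repressor not well above background on any Rap1-/- array, by at least 2.07-fold, the zinc finger gene Zfp697 at 1.77-fold, Bhlha9, a basic helix-loop-helix factor, at 1.71-fold, Ankef1 at 1.56-fold, the vomeronasal receptor Vmn1r87 at 1.56-fold, the olfactory receptor Olfr1134 at 1.52-fold and Ankrd24 at 1.42-fold. Dyrk3 and Klk1b26 were well above background on 3 of 4 WT arrays. The differences of the dimmest of these genes were far smaller with normexp: Klk1b26 0.13 in place of 0.93, Dyrk3 0.09 in place of 0.82, Arhgef33 0.08 in place of 0.59, Zfp9 0.07 in place of 0.57, Wdr17 0.05 in place of 0.61 and Scrt1 -0.35; with the deposited values Klk1b26 was 0.28, Dyrk3 0.24, Scrt1 -0.19 and Olfr1134 -0.18. Over all genes, 1248 (4.98%) had an unadjusted p under 0.05, where chance gives 5%. This count depended on single arrays, from 826 without WT replicate 1 to 2305 without WT replicate 2. Of the 1248, 418 were higher and 830 lower, a lean that depended on scaling. Higher were 485 of 966 with median scaling, 562 of 1170 with quantile normalisation and 607 of 1137 with the deposited values. With scaling to spiked-in E1A controls, which was chosen after seeing the data, 1434 of 1518 were higher. The lean to lower was stronger with normexp (291 of 1249 higher) and stayed with the slide as a block (451 of 1383 higher). The 2 genotypes did not overlap for 817 genes (3.26%), where chance gives 2.86%. On each slide 2 Rap1-/- arrays sat beside 2 WT arrays; with the slide as a block the count at 0.05 stayed at 1, and within each slide alone, with 2 arrays against 2, it was 0. WT arrays held positions 1 and 2 of both slides and Rap1-/- arrays positions 3 and 4, so that position and genotype cannot be told apart.

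Genes that neighbour Terf2ip on chromosome 8 were examined because a knockout allele can carry DNA of the embryonic stem cell strain beside it. Zfhx3, Sntb2 and Wdr17, named above, lie on this chromosome, the first 2 of them within 10 Mb of Terf2ip. Of the 184 tested genes within 10 Mb on either side, 0 passed the adjusted threshold, as did 0 of the 14740 other genes with a position, so that the planned test of called genes gave no comparison. At an unadjusted p under 0.05, a threshold chosen after the values were seen, there were 14 of 184 (7.61%) against 681 of 14740 (4.62%; two-sided Fisher's exact test p = 0.0743). Of these 14, 8 were higher and 6 lower in Rap1-/-. They included Tppp3, a tubulin-binding protein (0.46 ± 0.10 SE on the log2 scale), Tmem170 (0.37 ± 0.11), the meiotic gene homologue Syce1l (-0.72 ± 0.20, well above background on 3 of 4 Rap1-/- arrays) and Chst4, a carbohydrate sulfotransferase (-1.11 ± 0.34). Within 5 Mb the count was 8 of 69 (11.6%) against 687 of 14855 (4.62%; Fisher's exact test p = 0.0145, 0.0435 after adjustment over the 3 windows of 5, 10 and 20 Mb).

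**Figure D2:**
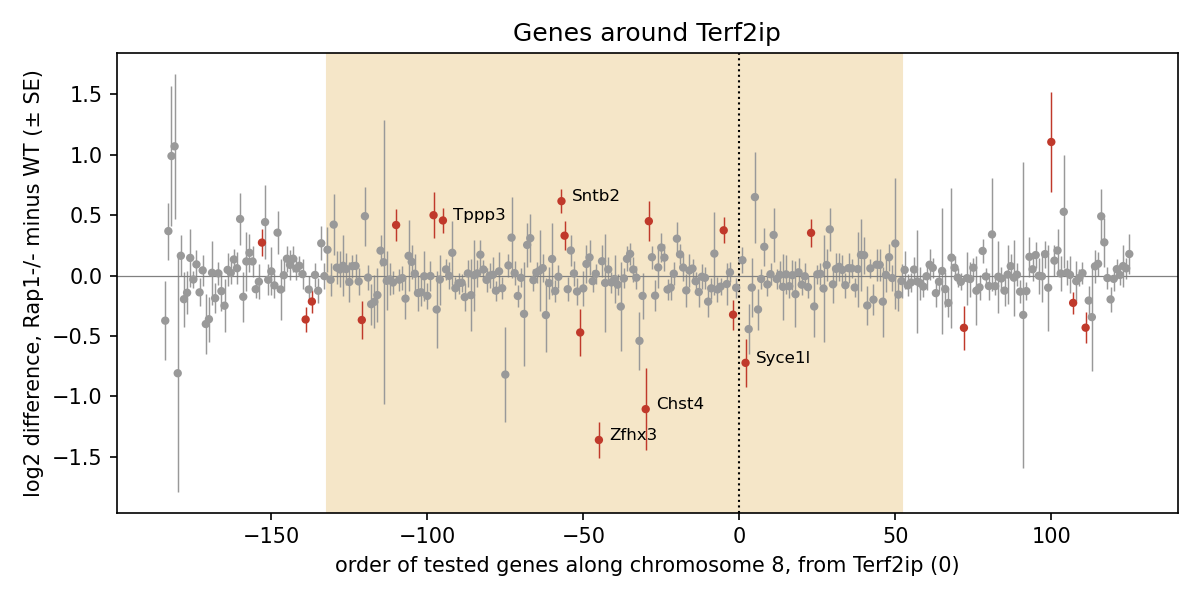
Log2 difference between Rap1-/- and WT (vertical axis, points with SE bars, n = 4 per genotype) of tested genes by their order along chromosome 8 on either side of Terf2ip (dotted line, gene not drawn). Red marks an unadjusted p under 0.05 and shading the genes within 10 Mb; Zfhx3 at -1.36 lies lowest among the shaded genes.

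The PPAR receptors and their coactivator PGC1α, encoded by Ppargc1a, were measured because they control fatty acid handling and oxidative metabolism. Ppara read lower in Rap1-/- on all 3 of its probes, Ppargc1a on its brighter probe and Pparg, the master regulator of fat cell differentiation, on its 1 probe, each by small amounts; Ppard was level. Ppara averaged 1.38 ± 0.16 in Rap1-/- and 1.56 ± 0.13 in WT on its brightest probe (SD, n = 4 each; log2 difference -0.19 ± 0.11 SE, limma adjusted p = 0.874). On its other probes the differences were -0.43 ± 0.13 and -0.24 ± 0.11, and on the former every Rap1-/- array lay below every WT array (two-sided exact permutation test p = 0.0286, the smallest this design allows). Ppargc1a was lower by 19.1% (-0.31 ± 0.15, adjusted p = 0.874) in 4 of 4 Rap1-/- arrays against the WT mean, while its dimmer probe read 0.24 ± 0.18 higher and the mean of the probes differed by -0.03. Pparg was lower by 17.5% (-0.28 ± 0.11, adjusted p = 0.874; -0.16 with quantile normalisation and -0.11 with the deposited values), and Ppard differed by -0.02 ± 0.08 (adjusted p = 0.983). After adjustment over these 4 genes alone the smallest p was 0.148, so 0 of the 4 passed, as under every alternative run. The sign for Ppard turned under median scaling (0.04), normexp (0.04) and the deposited values (0.03). With the arrays scaled to the spiked-in E1A controls, chosen after seeing the data, Ppara was 0.05, Ppard 0.21, Pparg -0.05 and Ppargc1a -0.08. The 95% intervals reached down to -0.44, -0.74 and -0.50 for the Ppara probes and to -0.65 for the brighter Ppargc1a probe.

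Oxidative phosphorylation genes were lower in Rap1-/- fat relative to the array's 75th percentile. Of 77 measured nuclear-encoded subunits of the respiratory chain and ATP synthase, 76 had a lower mean in the knockout, with a median log2 difference of -0.19, which is a 1.14-fold lower signal. The median was -0.13 with median scaling, -0.09 with quantile normalisation and -0.09 with the deposited values, and of 477 genes of like brightness outside all lists 76.1% were lower too. The direction depended on this scaling: it put the spiked-in E1A controls lower by 0.23 in Rap1-/- (0.00 before scaling), and with the arrays scaled to these controls, an alternative chosen after seeing the data, the median was 0.04, with 17 of the 77 genes lower and 60 higher. The list stayed lower relative to other genes, which is what camera tests (adjusted p = 8.46e-06). Uqcrh of complex III was 1.22-fold lower, Ndufs7 of complex I 1.20-fold lower, and the ATP synthase subunits Atp5g2 and Atp5h 1.20-fold and 1.18-fold lower, none past the adjusted threshold (0.874 for each). The list passed camera with a preset correlation (adjusted p = 1.75e-13 over 38 lists) and not with an estimated correlation (adjusted p = 0.437 with an estimated correlation of 0.70 between its genes). The mean of the list per array was -0.09 ± 0.11 in Rap1-/- and 0.09 ± 0.16 in WT (SD, n = 4 each, two-sided exact permutation test p = 0.114), and the median difference was -0.19 and -0.18 within the slides. Skeletal muscle markers, given below, varied between the arrays of both genotypes by far more than this shift. Markers of mesothelium (median 0.60), fibroblasts and preadipocytes (0.20) and macrophages (0.15) were higher in Rap1-/-, also given below. With the mean of the muscle markers as a covariate, added after the data were seen, the OXPHOS median was -0.17 (camera adjusted p = 2.76e-08). Whether the OXPHOS shift goes with the mesothelium, fibroblast or macrophage markers was not tested.

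The PPAR signalling list, which holds the receptors and their lipid-handling targets, leaned lower: 51 of 68 members were lower and 17 higher, with a median of -0.11 (-0.05 with median scaling, -0.04 with quantile normalisation, -0.04 with the deposited values and 0.12 with scaling to the E1A controls). Its camera adjusted p was 0.0517, 0.00565 with scaling to the E1A controls and 0.476 with an estimated correlation. With the E1A scaling the list stayed lower relative to other genes, although its median was positive. Lowest by p were the fatty acid binding protein Fabp4 at 1.21-fold, Pparg, the fatty acid transporter Slc27a1 at 1.48-fold and malic enzyme Me1 at 1.92-fold lower. Inflammation and immunity genes leaned higher, 46 of 68 (median 0.05, camera adjusted p = 0.00436, 0.437 with an estimated correlation), with the monocyte chemokine Ccl2 1.48-fold and the cytokine Il18 1.36-fold higher, whereas the interferon regulatory factors Irf7 and Irf1 were 1.35-fold and 1.17-fold lower. The median of this list was 0.16 within the one slide and -0.00 within the other, where its camera direction turned (adjusted p = 0.971). Cell adhesion genes were higher for 39 of 60 (median 0.05, camera adjusted p = 0.00599, 0.437 with an estimated correlation), with the integrin Itgb3 at 1.22-fold higher, Nectin3 at 1.21-fold higher and Jam2 at 1.13-fold lower; Icam4 was well above background on 4 of 4 Rap1-/- and 1 of 4 WT arrays. In each of these 4 lists 0 genes passed over all genes tested and 0 adjusted over the list alone. Limma gave unadjusted p under 0.05 for 8 OXPHOS, 4 PPAR, 3 inflammation and 1 adhesion genes. The study named these 4 themes from these samples, so their direction here is not independent evidence. Without WT replicate 1 the inflammation and adhesion lists no longer passed (adjusted p = 0.268 and 0.165), nor did they without Rap1-/- replicate 1 (0.0545 and 0.128), where the adhesion median turned to -0.01, and inflammation did not without Rap1-/- replicate 2 (0.0913).

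**Figure D3:**
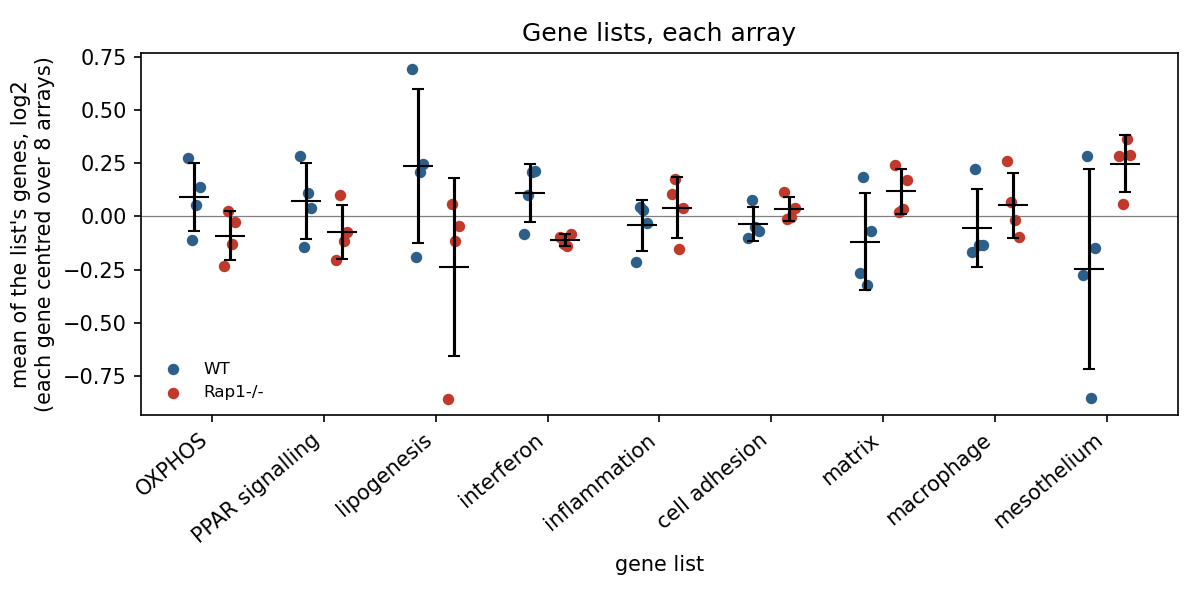
Mean of selected gene lists on each array (vertical axis, log2, each gene centred over the 8 arrays; points, arrays; bars, mean ± SD, n = 4 per genotype). The OXPHOS means are -0.09 in Rap1-/- and 0.09 in WT, and arrays of the genotypes overlap in every list drawn.

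Lists are described here relative to the array's 75th percentile, and with scaling to the E1A controls most medians were positive. With that scaling the median was 0.12 for ribosomal proteins (42 of 43 genes higher), 0.08 for the tricarboxylic acid cycle and 0.11 for fatty acid oxidation. It was -0.02 for the circadian clock and -0.01 for interferon response. Among the lists not named by the study, fatty acid and triglyceride synthesis showed the widest metabolic shift. Of 27 lipogenesis genes, 26 were lower in Rap1-/- (median -0.41, camera adjusted p = 4.08e-07, 0.437 with an estimated correlation), among them the triglyceride-forming enzyme Dgat1 at 1.40-fold, Gpat3 at 1.49-fold, Me1 at 1.92-fold and transketolase Tkt at 1.59-fold lower. The list's mean spread widely within both genotypes, from -0.86 in Rap1-/- array 1 to 0.69 in WT array 1, and its median was -0.27 without the former array and -0.27 without the latter. With scaling to the E1A controls it was -0.18, with 22 of 27 genes lower. The tricarboxylic acid cycle was lower for 22 of 25 genes (median -0.15, camera adjusted p = 0.00183, 0.567 with an estimated correlation), with pyruvate carboxylase Pcx 1.45-fold lower and Pdk4, a kinase that inhibits pyruvate dehydrogenase, 1.55-fold higher; without single arrays it passed in 5 of 8 fits, and its median was -0.08 without WT replicate 1 (adjusted p = 0.115). Fatty acid oxidation was lower for 23 of 29 (median -0.12, adjusted p = 0.00558, 0.495 with an estimated correlation), with Etfb 1.24-fold lower and medians of -0.20 and -0.03 within the slides; it did not pass without WT replicate 1 (0.116) or WT replicate 4 (0.0673). Lower too was the circadian clock for 15 of 17 (median -0.25, adjusted p = 0.0280, 0.495 with an estimated correlation). The clock list did not pass with the slide as a block (adjusted p = 0.0594) or with the muscle mean described below as a covariate (0.0760, median -0.14), and without single arrays it passed in 3 of 8 fits. Interferon response genes were lower for 22 of 23 (median -0.24, adjusted p = 1.25e-05, 0.437 with an estimated correlation), with Rsad2 1.45-fold lower, and ribosomal proteins for 42 of 43 (median -0.11, adjusted p = 5.25e-07, 0.437 with an estimated correlation). Mature fat cell genes (median -0.10, adjusted p = 0.0515), lipolysis and lipid droplet genes (-0.16, 0.147), glycolysis (-0.14, 0.0517), brown and beige fat genes (-0.14, 0.298) and the PGC1 axis (-0.08, 0.195) did not pass. The PGC1 means of the genotypes were apart by a narrow margin (highest Rap1-/- array -0.007, lowest WT array -3.2e-05, two-sided exact permutation test p = 0.0286). With scaling to the E1A controls the PGC1 median was 0.15. Within the mature fat cell list, Cidec was 1.24-fold and Cebpa 1.23-fold lower.

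Extracellular matrix genes were higher in Rap1-/- for 41 of 48 (median 0.21, camera adjusted p = 3.50e-10, 0.437 with an estimated correlation), with the collagen Col6a1 and the collagen cross-linking enzyme Lox each 1.44-fold higher and the matrix proteoglycan Fmod 1.42-fold higher. Markers of mesothelium, the lining of visceral fat, were higher for 13 of 14 (median 0.60, adjusted p = 1.21e-09, 0.437 with an estimated correlation), with the keratins Krt8 and Krt7 1.73-fold and 1.62-fold higher. Their median was 0.19 within the one slide and 0.99 within the other, and WT array 3 stood lowest at -0.86. Without that array the medians were 0.37 for mesothelium, 0.13 for extracellular matrix and 0.12 for fibroblast and preadipocyte genes, and all of these lists passed. Fibroblast and preadipocyte markers (15 of 19, median 0.20, adjusted p = 4.66e-05), complement genes (17 of 19, 0.25, 2.05e-05), immediate early genes (15 of 20, 0.21, 9.02e-05), macrophage markers (21 of 29, 0.15, 0.00118) and p53 targets (17 of 22, 0.09, 0.00404) were higher too, each with an adjusted p of 0.437 with an estimated correlation. The immediate early and ribosomal protein lists had been fixed as technical lists. Both passed camera, so a technical difference between the genotypes was not excluded as a source of list shifts. The immediate early list averaged 0.58 on Rap1-/- array 3 and -0.11, 0.17 and -0.07 on the others, and its median was 0.03 within the one slide and 0.29 within the other; without that array the mean difference went from 0.29 to 0.14 (camera adjusted p = 0.0191). The p53 list averaged 0.21 on Rap1-/- array 1, without which its mean difference went from 0.10 to 0.04 and it did not pass (0.0920). Macrophage markers did not pass without Rap1-/- replicate 1 (0.0639, median 0.04) or without WT replicate 1 (0.0529). The complement list averaged 0.35 on Rap1-/- array 1, without which its median went from 0.25 to 0.16 and it still passed (0.000931). The complement median was 0.36 within the one slide and 0.13 within the other. Fos was 2.28-fold and the p53 target Cdkn1a 1.75-fold higher, and neither passed on its own (adjusted p = 0.874). In all, 16 of 38 lists passed camera with the preset correlation, 9 higher and 7 lower; 9 of these 16 passed without any single array, and 15 with the slide as a block. With fgsea 19 of 38 passed, 9 higher and 10 lower, among them PPAR signalling (0.0124), glycolysis (0.0110) and mature fat cell genes (0.0277). Camera with the muscle mean described below as a covariate gave these lists adjusted p = 0.164, 0.840 and 0.0725. The glycolysis median went from -0.14 to -0.07 with this covariate. With an estimated correlation 0 of 38 passed and with fry 0 (5 at an unadjusted p under 0.05). An exact permutation test of the list means gave 0, with 2 at an unadjusted p under 0.05, ribosomal proteins and the PGC1 axis (0.0286 for each). That is the smallest p this test can give. After adjustment over 38 lists it could pass only if many lists shared it, so this 0 is no evidence against the lists.

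Markers of skeletal muscle, a tissue outside the fat pad, varied most of all lists. Of 16 muscle genes, 12 were well above background on all arrays; their mean ranged from -4.04 to 2.96 over the arrays, a 128-fold range, and was -0.54 ± 3.49 in Rap1-/- and 0.54 ± 1.21 in WT (SD, n = 4 each, two-sided exact permutation test p = 0.571). The fast troponin Tnni2 averaged 4.02 ± 4.13 in Rap1-/- and 5.79 ± 1.32 in WT (adjusted p = 0.903). The fast myosin Myh4 was well above background on 2 of 4 Rap1-/- and 4 of 4 WT arrays, and creatine kinase Ckm on 3 of 4 and 4 of 4. The first principal component of the arrays, with 32.9% of the variance, followed this mean across the 8 arrays (Pearson's r = 0.984, permutation p = 3.00e-05; Spearman's rho = 0.976, p = 0.000320; r = 0.993 without the 2 arrays farthest from the median) and did not separate the genotypes (two-sided exact permutation test p = 0.743). With the mean of all 16 as a covariate, added after the data were seen, 1 gene was called, 14 of the 16 lists stayed called, 2 were lost and 3 gained. Pancreas and liver markers (median -0.32, camera adjusted p = 0.932), endothelium (-0.07, 0.302), T and NK cells (0.04, 0.231), B and plasma cells (0.05, 0.158), mast cells and granulocytes (-0.06, 0.677), smooth muscle and pericytes (0.18, 0.138), nerve (-0.08, 0.942), ovary, oviduct and uterus (0.15, 0.147) and mammary epithelium (-0.04, 0.236) did not pass.

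**Figure D4:**
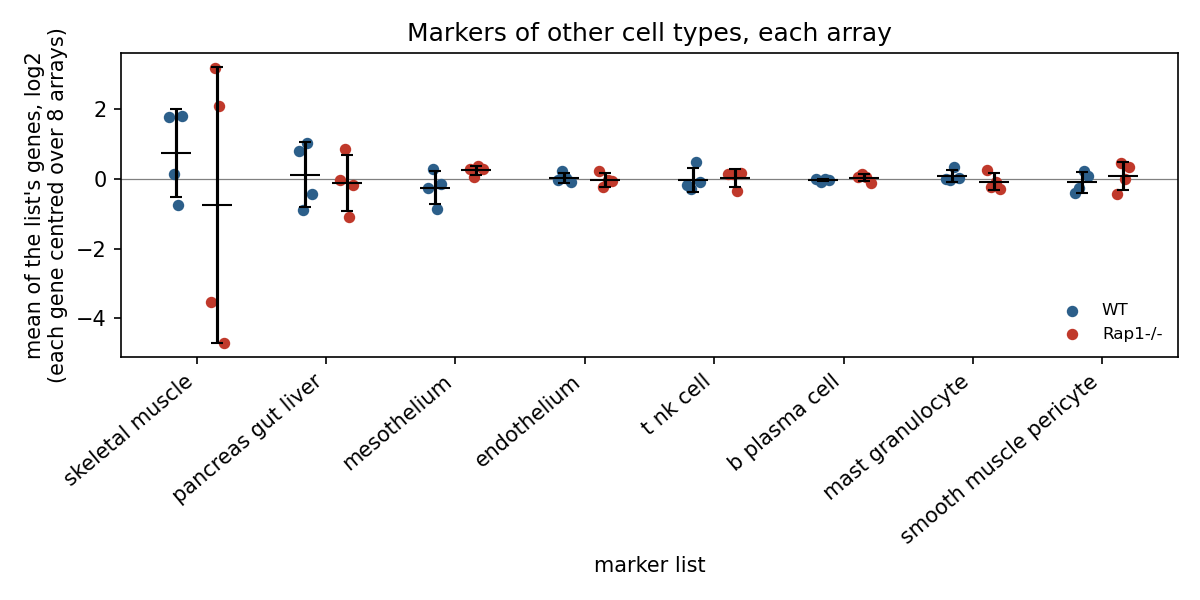
Mean of marker lists of other cell types on each array (vertical axis, log2, each gene centred over the 8 arrays; points, arrays; bars, mean ± SD, n = 4 per genotype). Skeletal muscle markers, which include readings at background, run from -4.70 to 3.18, both extremes in Rap1-/- arrays.

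Subtelomeric genes were compared because RAP1 has been described as a repressor of genes near telomeres. The 820 tested genes within 5 Mb of the distal chromosome ends had a median log2 difference of -0.02, with 359 higher and 461 lower and 0 past the threshold. Camera, which ranks them against all other genes, put them slightly upward, opposite in sign to their median (p = 0.408; a p as small arose in 18 of the 35 splits in an exact permutation of the arrays). Genes of the other shelterin subunits and of telomere maintenance had a median of -0.09 (camera adjusted p = 0.488), and the lowest p among them belonged to the telomere replication factor Ctc1 at 1.09-fold and the shelterin subunit Pot1a at 1.10-fold lower, neither past the threshold (adjusted p = 0.878 for each).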

Values the study reported

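For gonadal white fat of females at 10 weeks of age, the study reported by qPCR that Pparα and Pgc1α transcripts were lower by approximately 50% in Rap1-deficient mice, and that Pparγ and Pparδ did not differ significantly. For this tissue it reported enrichment of inflammation, immunity and cell adhesion networks in the knockout, and of OXPHOS and PPAR signalling in the wild type.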

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

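Of 122 groups of 4 arrays examined for an array far from the others, 4 were flagged, where chance would flag about 6.10. Calhm5 in Rap1-/- was flagged at a gap ratio of 0.848, with array 4 at -2.09 and the nearest other at -1.99. Olfr1134 in WT was flagged at 0.963, with array 1 at -3.00 and the nearest other at -3.50. The macrophage list in WT was flagged at 0.915, with array 2 at 0.22 and the nearest other at -0.13. The T and NK cell list in Rap1-/- was flagged at 0.934, with array 3 at -0.35 and the nearest other at 0.13.

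The tests of the opposite Terf2ip probes, the splits for counts and for genes near Terf2ip, the comparison of other probes of those genes and the tests with the muscle covariate were chosen after seeing the data. The rising Terf2ip probe did not depend on array scaling, since its log2 difference was at least 2.05 under every scaling and background correction. The falling probe contradicted its label on 0 arrays, and the 10 nearest tested genes had a median of -0.0849, so neither a mislabelled array nor a rise of the whole neighbourhood accounted for it. Transcription of a remaining part of the allele may give such a pattern, but 0 columns of the scanner files give a probe's position or sequence, and this stayed open. Apart from a rise of the neighbourhood, no biological explanation was tested for these probes.

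The genes near Terf2ip could reflect strain DNA carried along with the allele, in a background labelled as C57BL6 with 129SV. The share within 10 Mb stood at percentile 92.5 of runs of as many neighbouring genes elsewhere, short of the limit set for this explanation; within 5 Mb it stood at percentile 97.1, with 6 of 205 runs as high. The explanation stayed open. Sequence variants under single probes were examined through the other tested probes of these genes. Their median ratio of change was 0.0594, from 3 probes (Adat1, Cyb5b and Pdp2), too few to decide. Of the 35 splits of the arrays into 4 and 4, 2 gave as large an odds ratio as the 1.70 of the genotypes, the genotypes included, so chance was not excluded.

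The list shifts might come from skeletal muscle in the samples. Yet with the muscle mean as a covariate 17 lists were called against 16 without it, 14 of them the same and in the same direction. This argued against muscle as the whole source for these 14. Among them the inflammation median shrank from 0.05 (member SD 0.21) to 0.03 (SD 0.24), so a part from muscle was not excluded for that list. The fatty acid oxidation median went the other way, from -0.12 to -0.14. For the 2 lists lost muscle stayed open: the median shrank past the limit set for this test in 1 of them, cell adhesion (0.05 with a member SD of 0.23 before, 0.02 with 0.27 after, adjusted p = 0.0502), and went from -0.25 (SD 0.47) to -0.14 (SD 0.26) for the circadian clock (adjusted p = 0.0760). Probe brightness stayed open: 477 genes outside all lists with the brightness of the OXPHOS genes had a median of -0.0809, and 76.1% of them were lower, against -0.19 for OXPHOS. As many lists were called in 11 of 35 splits, and camera p values as small arose in 5 for OXPHOS, 4 for PPAR signalling, 12 for inflammation and 9 for cell adhesion. A chance arrangement of the arrays was therefore not excluded for any of them.

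As many genes past an adjusted p of 0.05 were called in 4 of the 35 splits, and as many past 0.15 also in 4. The highest counts of another split were 4 and 475, the latter between the slides. The subtelomeric p was as small in 18 splits.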

How the results depend on the processing

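Most results kept their direction and their side of the threshold. Between 59.7% and 65.2% of spots were well above background, and what is said of genes is limited to those. The muscle covariate, the fits within each slide and scaling to the E1A spike-ins were chosen after seeing the data; the cause was not tested for any change below except where fewer arrays explain it.

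The count of genes was 2 (Terf2ip and Zfhx3) with normexp, with the deposited table and with a trended, robust variance, 3 at an adjusted p of 0.15, and 0 within each slide, where fewer arrays were compared. With every probe on its own 2 probes passed, both of Terf2ip, which is 1 gene. The count was 1 under the slide block, under the replicate block and without any single array. Replicate numbers did not pair arrays across genotypes (correlations -0.22, -0.13, -0.13 and -0.16). Terf2ip turned on the falling probe and with the mean of its probes, by construction; their values, -7.69 and -2.65, rest on Rap1-/- readings at background, so that only the bound of at least 50.5-fold lower holds for the falling probe. The rising probe was 2.37 and 2.40 within the slides without passing; it ranged from 2.36 to 2.43 without single arrays. The count near Terf2ip was 1 with normexp, the deposited table and the trended variance, and 0 to 0 without single arrays. The odds ratio there at an unadjusted p under 0.05 ran from 1.41 to 2.70 over 12 settings, past the threshold in 6 of them, and from 1.48 to 3.25 without single arrays, past it in 3, with 3.25 without WT replicate 1. Ppard turned to 0.0357 with normexp, 0.0435 with median scaling, 0.0285 with the deposited table, 0.000414 with the muscle covariate and 0.00395 without WT replicate 4, and ranged from -0.0471 to 0.00395 without single arrays. With scaling to the E1A spike-ins Ppara turned to 0.0452 and Ppard to 0.214. The dim Ppargc1a probe read 0.24. Pparg was -0.16 with quantile normalisation and -0.11 with the deposited table.

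The PPAR signalling list passed with median scaling (adjusted p = 0.0308), probes bright on all arrays (0.0365), the mean of probes (0.0282), fgsea (0.0124) and scaling to the E1A spike-ins (0.00565). With the latter it stayed lower relative to other genes, but its median was 0.12. Without single arrays its adjusted p ranged from 0.0164 to 0.284, passing without Rap1-/- replicate 2 (0.0269) and without WT replicate 3 (0.0164). OXPHOS did not pass with an estimated correlation (0.437) or fry (0.453), and ranged from 3.09e-18 to 1.14e-07 without single arrays. With scaling to the E1A spike-ins it stayed lower relative to other genes, but its median was 0.04. Inflammation did not pass with an estimated correlation (0.437) or fry (0.708) and turned within slide 2 (0.971); it ranged from 7.26e-05 to 0.268, lost without Rap1-/- replicates 1 (0.0545) and 2 (0.0913) and WT replicate 1 (0.268). Cell adhesion did not pass with an estimated correlation (0.437), fry (0.694), the muscle covariate (0.0502) or within slide 2 (0.0862); it ranged from 2.06e-04 to 0.165, lost without Rap1-/- replicate 1 (0.128), where its median turned to -0.01, and WT replicate 1 (0.165), where it was 0.01. The number of lists was 0 with an estimated correlation and 0 with fry, and ranged from 10 without WT replicate 1 to 25 without WT replicate 3. Of the 16 lists, 7 were lost without at least 1 array; with the slide as a block 15 were called, the circadian clock being lost (adjusted p = 0.0594). Subtelomeric genes turned with fry (0.229) and ranged from 0.248 to 0.936 with camera without single arrays.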

Other observations

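Spiked-in E1A control transcripts averaged 2.96 ± 0.08 in Rap1-/- and 3.20 ± 0.26 in WT relative to the array's 75th percentile (SD, n = 4 each, log2 difference -0.23, two-sided exact permutation test p = 0.0857). Before scaling, the difference was 0.00 (exact permutation p = 0.971). Of 96 ERCC control probes, 3 were above background on all arrays.

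Several genes of the circadian clock list differed between the genotypes without passing (Rap1-/- minus WT, log2): Bhlhe40 by -0.92, Dbp by -0.80 and Bhlhe41 by -0.71 (limma adjusted p = 0.874 for each). Among p53 targets, Perp, a membrane protein of desmosomes, differed by 0.55, Aen by 0.23 and Bbc3 by -0.44 (adjusted p = 0.874 for each).

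Ppara differed by -0.19 log2 units on its brightest probe and was lower by 25.9% and 15.4% on the others. Each of these array differences is a smaller fall than the one by qPCR quoted from the study above. Ppargc1a was lower by 19.1% on its brighter probe, a smaller fall than the one quoted from the study above. Its dimmer probe read 0.24 log2 units higher, and the mean of its probes differed by -0.03.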
